# Deep Sequencing Identifies Tissue-Specific MicroRNAs and Their Target Genes Involving in the Biosynthesis of Tanshinones in *Salvia miltiorrhiza*

**DOI:** 10.1371/journal.pone.0111679

**Published:** 2014-11-03

**Authors:** Xiangbin Xu, Qinghua Jiang, Xiuyan Ma, Qicai Ying, Bo Shen, Yongsheng Qian, Hongmiao Song, Huizhong Wang

## Abstract

*Salvia miltiorrhiza* is one of the most popular traditional medicinal herbs in Asian nations. Its dried root contains a number of tanshinones, protocatechuic aldehyde, salvianolic acid B and rosmarinic, and is used for the treatment of various diseases. The finding of microRNAs (miRNAs) and their target genes will help understand their biological role on the biosynthesis of tanshinones in *S. miltiorrhiza*. In the present study, a total of 452 known miRNAs corresponding to 589 precursor miRNAs (pre-miRNAs), and 40 novel miRNAs corresponding to 24 pre-miRNAs were identified in different tissues of *S. miltiorrhiza* by high-throughput sequencing, respectively. Among them, 62 miRNAs express only in root, 95 miRNAs express only in stem, 19 miRNAs express only in leaf, and 71 miRNAs express only in flower, respectively. By the degradome analysis, 69 targets potentially cleaved by 25 miRNAs were identified. Among them, acetyl-CoA C-acetyltransferase was cleaved by miR5072, and involved in the biosynthesis of tanshinones. This study provided valuable information for understanding the tissue-specific expression patterns of miRNAs in *S. miltiorrhiza*, and offered a foundation for future studies of the miRNA-mediated biosynthesis of tanshinones.

## Introduction

*Salvia miltiorrhiza* Bunge, known as dan shen or tan shen, is one of the important traditional Chinese medicinal herbs. Its dried root is used for the treatment of various cardiovascular diseases, menstrual disorders, blood circulation disturbances, inflammation, apoplexy, and tumor growth [1], [2]. More than 70 components have been isolated and structurally identified from *S. miltiorrhiza* [3]. The main constituents are a number of tanshinones, such as the tanshinone I, tanshinone IIA and tanshinone IIB, and hydrophilic phenolics like the protocatechuic aldehyde, salvianolic acid B and rosmarinic. Tanshinone IIA has effective antioxidant activities, which can inhibit the association of lipid peroxidation products with DNA in liver cells [4], and is widely used to treat various cardiovascular and cerebrovascular diseases [5]. Salvianolic acid B possesses significant antioxidant activities [6], can decrease malondialdehyde level and attenuate brain and heart damages in mice and rabbits [7], [8]. Due to the medicinal importance, *S. miltiorrhiza* becomes one of the most popular traditional herbal medicines in Asian nations, and also is widely accepted as a health supplement in western countries [3], [9]. It has estimated that 20 million kilograms of *S. miltiorrhiza* was needed in China each year. With the growth of annual demand, the amount is still increasing. Hence, enhance yield of *S. miltiorrhiza* or improve content of active constituents in *S. miltiorrhiza* becomes one of the crucial work.

Recent years, small RNAs (sRNAs) are getting more and more attention for their key roles in post-transcriptional or translational gene regulation [10]–[14]. Small interfering RNAs (siRNAs) and microRNAs (miRNAs) are two major groups of sRNAs. MiRNAs are short, single strand and endogenous sRNAs that negatively regulate gene expressions at post-transcriptional level by repressing gene translation or degrading target mRNAs [12], [15]. They are encoded by independent transcriptional units in intergenic regions and transcribed by RNA polymerase II or III to form primary miRNA (pri-miRNA). The pri-miRNA is processed by ribonuclease III enzymes into a stem-loop miRNA::miRNA* duplex of precursor miRNA (pre-miRNA) [16]. In plants, the stem-loop region of pre-miRNAs is cut by Dicer-like (DCL) endonuclease, forming small double stranded RNA (dsRNA) miRNA: miRNA* [12], [16]. The mature miRNA is incorporated in the RNA-induced silencing complex (RISC) with endonuclease AGO and guide the cleavage or translational repression of the target mRNA by complementary base-pairing [17]. MiRNAs are involved in multiple crucial plants biological processes, such as organ development and plant responses to environmental stresses [18]–[20]. They also participate in regulating plant secondary metabolism. For example, cis- and trans-regulation of miR163 and its target genes confers natural variation of secondary metabolites in two *Arabidopsis* species and their allopolyploids [21].

To totally make clear the function of miRNAs on the diverse biological processes, it is essential to exactly identify their target genes and explore their interactions. The recent development of degradome sequencing provided a new method for validation of the splicing targets on a whole genome scale, which revolutionized the traditional computational target prediction and was successfully employed on identifying miRNA targets in plants [22]–[24].

Up to now, miRBase database (20.0, http://www.mirbase.org/) contains 24, 521 miRNA loci from 206 species and 30, 424 mature miRNA products. However, there is still no report of miRNAs from *S. miltiorrhiza*. Identification of the tissue-specific miRNAs and their target genes will help understand their role in a variety of metabolic pathways. Therefore, the goal of this study is to identify tissue-specific miRNAs and their potential targets in *S. miltiorrhiza*, and provide valuable information for future studies of the miRNA-mediated biosynthesis of tanshinones.

## Results

### Analysis of sRNA library data sets

To identify the tissue-specific miRNAs in *S. miltiorrhiza*, four independent sRNA libraries from root, stem, leaf and flower were generated and single-end sequencd (36 bp) on an Illumina Hiseq2500, respectively. 

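Each of the 4 tissues gave 1 small RNA library, so no value has a replicate and every difference is one between libraries. The reads came from plants of *S. miltiorrhiza*, a medicinal sage whose root holds the tanshinones. The sequencer is given as a HiSeq 2500 in the paper and as a HiSeq 2000 in the sample labels. The authors removed adapters, reads outside 18 to 25 nt and reads matching other RNA classes, then compared the rest with miRBase 20.0 and with ESTs of the plant. Their table lists each miRNA on each precursor as 1 entry, with its reads divided over the entries that a read matches, so a read number is an estimated count and need not be whole. The 650 entries analysed here hold 499434 reads in root, 380306 in stem, 238148 in leaf and 494824 in flower. These are 5.64%, 5.77%, 4.43% and 12.2% of the clean reads of Table 1, in the same order. Normalized counts are the reads times 1 factor per library set by the authors, which is 0.547 in root, 0.715 in stem, 1.90 in leaf and 1.41 in flower. Reads were summed over the entries of a name, of a sequence or of a family before any comparison. Intervals on reads are exact 95% Poisson intervals, which cover counting error only. A count of 0 is read as up to 3 reads, a floor set here, while its exact interval reaches 3.69. Relative levels between tissues depend on the factors.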

The four sRNA libraries yielded a total of 12,385,534, 9,243,928, 9,628,136 and 8,465,920 raw reads, respectively (Table 1). After filtering out the adapter sequences as well as sequences with low quality or low-copy, and further removing mRNA, rRNAs, tRNAs, snoRNAs, snRNAs and other Rfam RNA, a total of 1,524,510, 1,373,067, 553,741 and 601,590 clean mappable sRNA sequences were obtained, respectively (Table 1). The cloning frequency of different sized sRNAs (15–32 nt) was similar among the four libraries. The majority of the sRNAs were 20–24 nt in size (Fig. 1A and B).

**Figure 1:**
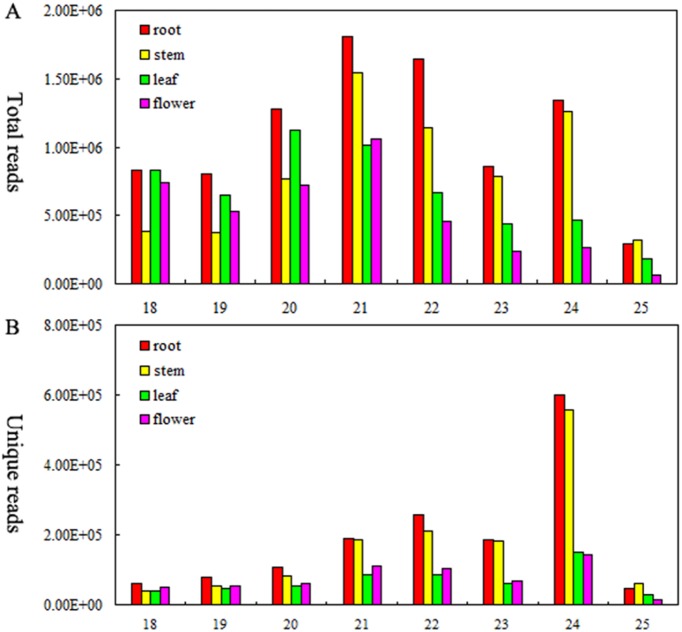
Length distribution of mappable reads of sequ-seqs type in sRNA libraries of root, stem, leaf and flower of *S. miltiorrhiza*. (A) Total mappable reads. (B) Unique mappable reads.

**Table 1:** Distribution of the sequences in the four sRNA libraries of root, stem, leaf and flower of *S. miltiorrhiza*, respectively.

Category	Root		Stem		Leaf		Flower	
	Total sequence	Uniq sequence	Total sequence	Uniq sequence	Total sequence	uniq sequence	Total sequence	Uniq sequence
Raw reads	12385534	2215901	9243928	1900101	9628136	974136	8465920	1152808
3ADT & length filter	1973185	613910	1684254	447800	3499909	376162	3698160	508768
Junk reads	19925	12789	20983	14863	8030	4628	6109	4692
Rfam	1493711	62736	939211	62951	735874	38614	681491	36421
Repeats	46248	2327	16801	1726	7029	1208	14897	1624
rRNA	1196844	39138	749931	42718	593104	26292	541802	22135
tRNA	193742	15556	122634	13101	70869	7930	83348	8959
snoRNA	7546	1445	5497	1406	2943	847	3567	1097
snRNA	5057	1804	5594	1654	4678	843	5401	1387
other Rfam RNA	90522	4793	55555	4072	64280	2702	47373	2843
Clean reads	8859267	1524510	6585952	1373067	5378765	553741	4067914	601590

3ADT & length filter: reads removed due to 3ADT not found and length with <18 nt and >25 nt were removed.

Junk reads: Junk: > = 2N, > = 7A, > = 8C, > = 6G, > = 7 T, > = 10 Dimer, > = 6 Trimer, or > = 5 Tetramer.

Rfam: Collection of many common non-coding RNA families except micro RNA; http://rfam.janelia.org.

Repeats: Prototypic sequences representing repetitive DNA from different eukaryotic species; http://www.girinst.org/repbase.

Notes: There is overlap in mapping of reads with rRNA, tRNA, snRNA, snoRNA and repeats.

### Identification of miRNAs

To identify the known miRNAs in *S. miltiorrhiza*, the mappable sRNAs were compared with the currently known plant precursor or mature miRNA sequences in miRbase database (20.0, http://www.mirbase.org/). A total of 452 known miRNAs corresponding to 589 pre-miRNAs were identified (Table S1). Among these identified miRNAs, most are highly homologous with that of other plants, such as *Glycine max*, *Zea mays*, *Populus trichocarpa*, *Oryza sativa*, *Manihot esculenta*, *Malus domestica* and *Sorghum bicolor*. In particular, 182 identified miRNAs in *S. miltiorrhiza* are homologous with that of *G. max* (Fig. 2). 

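A single sequence of miR166, a family known to target class III HD-ZIP transcription factors, held most of the miRNA reads in *S. miltiorrhiza*. The sequence TCGGACCAGGCTTCATTCCCC, listed as bdi-miR166a-3p, had 80.8% of all reads in the table. The miR159 sequence TTTGGATTGAAGGGAGCTCT followed with 11.4% of the reads, spread over 3 names. The miR894 sequence had 2.51%, the miR164 sequence 0.664% and the most abundant miR396 sequence 0.558%. The 448 names of known miRNAs stand for 202 distinct sequences on 584 precursors. Of these names, 85 had at least 10 reads over the 4 libraries and 219 had less than 1 read, since reads are divided over all names that share a sequence. Only 6 of the 607 entries of known miRNAs lie on an EST of the plant, and the others rest on precursors of other species.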

Base on the sequence similarity, these identified miRNAs could be grouped into 62 miRNA families. Some of the miRNA families, such as miR156, miR159, miR160, miR166, miR169, miR171, miR172, miR319 and miR396, were conserved in 43, 34, 35, 40, 31, 26, 31, 31 and 37 kinds of plant species, respectively (Table S2). 

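The 9 conserved families held 94.2% of all reads in the table. miR166 led with 1304130 reads, followed by miR159 with 183854, miR396 with 14642 and miR319 with 8991. miR171 had 3552 reads, miR156 2814 and miR172 791, while miR169 had 82.8 and miR160 61.5. The precursors listed for them came from 46 species for miR156, 42 for miR396, 40 for miR166, and 35 each for miR159 and miR160. For miR172, miR169, miR319 and miR171 the numbers of species were 32, 31, 30 and 27. By normalized count, miR319, miR171 and miR156 differed at least 4 times between their highest and lowest tissues, but miR156 did not per 1000000 clean reads, with 206 in flower and 59.2 in root, nor as a share of miRNA reads. The miR319 family, which targets TCP transcription factors of leaf growth, had 2992 normalized counts in root, 1907 in stem, 1101 in flower and 143 in leaf.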

Most of the non-conserved miRNAs (miR403, miR408, miR423, miR425, miR436, miR447, miR482, miR528, miR529, miR535, miR812, miR815, miR827, miR845, miR858, miR894, miR951, miR1028, miR1128, miR1509, miR1510, miR1862, miR1863, miR1873, miR1876, miR2111, miR2118, miR2275, miR2673, miR3522, miR3630, miR4243, miR4996, miR5054, miR5059, miR5072, miR5077, miR5139, miR5141, miR5144, miR5145, miR5527, miR5538, miR6173 and miR6478) found in *S. miltiorrhiza* only have been previously identified from a few plant species (Table S2).

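Of the 45 non-conserved families, 42 were found here under the names in the text, and 13 of them had at least 10 reads. The names miR423, miR425 and miR436 were not found, and the table holds miR1423, miR1425 and miR1436. miR894 was the most abundant with 40400 reads, followed by miR403 with 8479, miR5139 with 2944, miR6478 with 2781 and miR5072 with 803. miR403 targets an ARGONAUTE gene in other plants and was highest in stem, with 2797 normalized counts against 1299 in root. miR6173 was concentrated in leaf and stem, with 344 and 124 normalized counts against 33.8 in flower and 14.8 in root. miR408, known to act on copper proteins, had 246 normalized counts in leaf, 100.4 in flower, 23.4 in root and 11.0 in stem. The other 29 families had fewer than 10 reads over the 4 libraries, and the median of the 42 was 3.96 reads. At that depth a difference between tissues was not detectable for most of them. The main sequences of miR894, miR5139, miR5072 and miR5077 end in CCA.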

**Figure 2:**
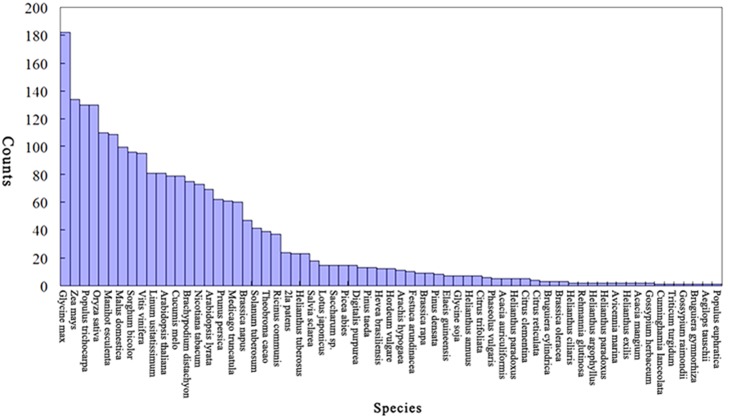
Conservation of the identified known miRNAs in *S. miltiorrhiza*.

Confident annotation of novel species-specific miRNAs requires *dcl1* or *dcl4* knockout mutants [23], [24]. In the absence of these mutants, the ability of the miRNA flanking sequences to fold-back into a stable hairpin structure is an important criterion for the annotation of novel miRNAs. 

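The predicted miRNA with the most reads, PC-3p-240808_5, had 39 reads in flower, 26 in stem, 16 in leaf and 2 in root. PC-3p-59794_23 (CTTCATCCGGGCGTCGATTGA) had 78 reads in flower and 0 in the other libraries. The opposite arm of the same precursor on EST CV167603, PC-5p-376893_3, had 11 reads, again in flower alone. In root, PC-3p-294250_4 had 42 reads and its opposite arm on EST CV172499, PC-5p-468508_3, had 36. The median over the 40 names was 9 reads, with 18 names at 10 reads or more and 8 below 3 reads. Of the 24 precursors, 19 carried 2 names. By length, 7 names had 18 nt, 10 had 20 nt and 6 had 21 nt, and 5 had 24 nt.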

By mapping all sRNA sequences and predicting the secondary structures of the miRNA precursors, 24 pre-miRNAs corresponding to 40 novel miRNAs were first reported in this experiment, of which most were 18, 20 and 21 nt in length (Table S1).

Among all the identified known and novel miRNAs, besides 224 miRNAs express in all the tissues, 62 miRNAs express only in root, 95 miRNAs express only in stem, 19 miRNAs express only in leaf, and 71 miRNAs express only in flower (Fig. 3, Table S3), and most of them presenting at a low expression level. Moreover, there are still many miRNAs express in 2 or 3 different tissues, respectively (Fig. 3).

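The sequences confined to 1 library with the most reads were PC-3p-59794_23 and PC-5p-376893_3 of flower, described above, and a miR171 sequence of root. This root sequence, GAGCCGAACCAATATCACTC, had 12.5 reads, and miR171 is known to target GRAS transcription factors. Root also held gma-miR3522_L+2 with 7 reads, gma-miR4996_R+1 and PC-5p-434679_3 with 4 each, and the miR156 sequence cme-miR156a_L+2 with 3. Leaf held ppt-miR529e with 3 reads, and no sequence confined to stem reached 3 reads. By table entries, 221 were found in all 4 tissues, 62 only in root, 94 only in stem, 19 only in leaf and 71 only in flower. The 246 entries of a single tissue hold 83 distinct sequences, and 76 of these were found in 1 tissue alone, with 28 in root, 15 in stem, 14 in leaf and 19 in flower. One miR172 sequence, ATCAGAATCTTGATGATGCTGCAT, with 2.75 reads in stem, accounts for 33 of the stem entries. The median was 0.143 reads per entry and 1 read per sequence, and 244 of the 246 entries carry the low expression level of the authors. A count of 0 in another library is read as up to 3 reads there, so absence was not detectable for most of these sequences.

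**Figure D1:**
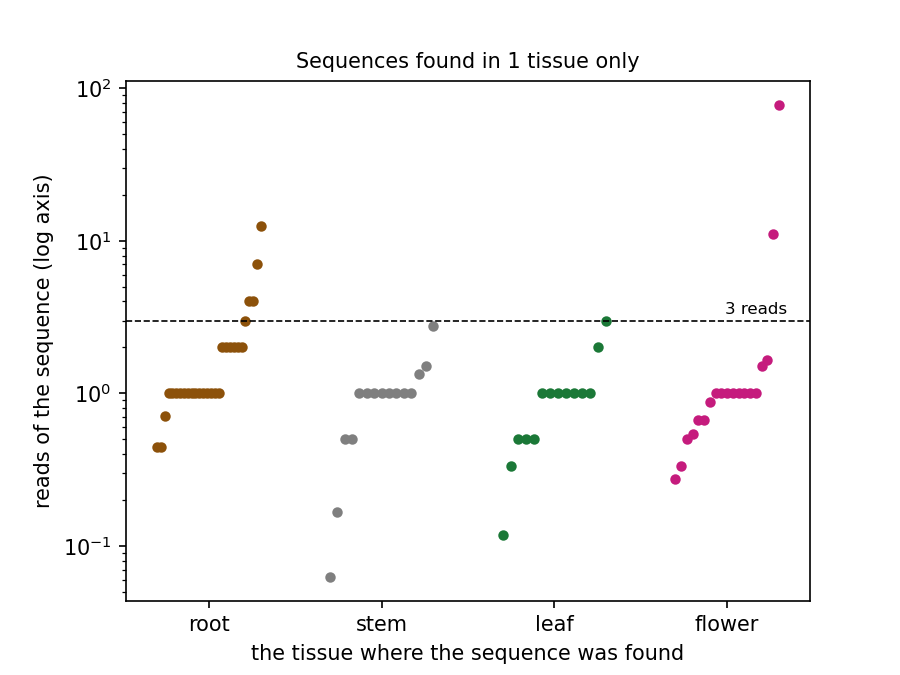
Reads of each sequence found in 1 tissue only, with 1 point per sequence, the tissue on the horizontal axis and the reads on a log axis. The dashed line marks 3 reads, and 5 points in root, 1 in leaf, 2 in flower and 0 in stem lie on or above it.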

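By table entries, 105 were found in 3 tissues and 78 in 2. As distinct sequences, 38 were found in 3 tissues and 41 in 2, beside 86 in all 4. The sequences of all 4 tissues held 99.7% of the reads and had a median of 69.3 reads. With at least 3 reads asked for in each library, 49 sequences were found in all 4.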

**Figure 3:**
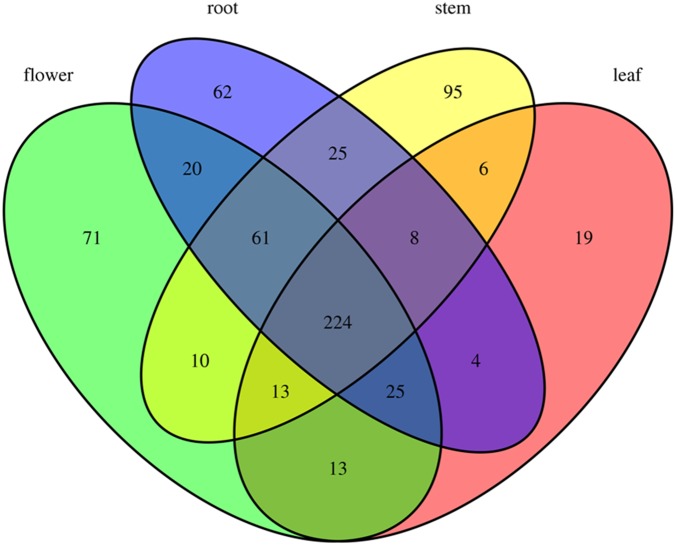
The spatial expression patterns of identified miRNAs in root, stem, leaf and flower of *S. miltiorrhiza*.

### Differential expression of miRNAs in *S. miltiorrhiza*

To further identify the tissue-specific miRNAs in *S. miltiorrhiza*, the differential expression of miRNAs was analyzed by selectively using Chi-squared test and ANOVA test based on normalized deep-sequencing counts. 

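Among families of phase change and flowering, miR156, which targets SPL transcription factors, had 1181 normalized counts in flower, 1077 in leaf, 633 in stem and 287 in root, though as a share of miRNA reads leaf was highest. miR529 was highest in leaf with 20.9 normalized counts, and miR172, which targets AP2-like genes, was highest in stem with 248 against 85.0 in flower. Of 14 families of leaf, root and meristem development, 13 had at least 10 reads, and 5 were highest in root, 3 in leaf and 5 in flower. By normalized count miR171 and miR164 were 121 and 39.4 times as high in root as in stem, their lowest tissue. Per 1000000 clean reads their lowest tissue was leaf, with 2.48 against 378 in root for miR171 and 18.1 against 1125 for miR164. miR393, which acts on auxin receptors, had 1460 normalized counts in flower, 280.5 in leaf, 75.0 in stem and 7.11 in root. miR390, the trigger of tasiRNAs that act on auxin response factors, had 556 in flower and at most 48.0 elsewhere. For miR159, miR396, miR394 and miR169 of this group the highest tissue moved with the scaling. All 6 families of copper, phosphate and sulfate nutrition with at least 10 reads differed at least 4 times between tissues, with 3 highest in leaf and 3 in flower. Among these, miR399 had 93.1 normalized counts in flower and 13.2 in leaf, and miR398 and miR827 changed their highest tissue with the scaling. Of the families acting on the small RNA machinery, miR168 was highest in leaf with 2134 normalized counts, but in stem with either of the other scalings. Of 6 families of disease-resistance genes only miR482 reached 10 reads, with 16.9 normalized counts in flower and 4.38 in root. Family sums were not tested.

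**Figure D2:**
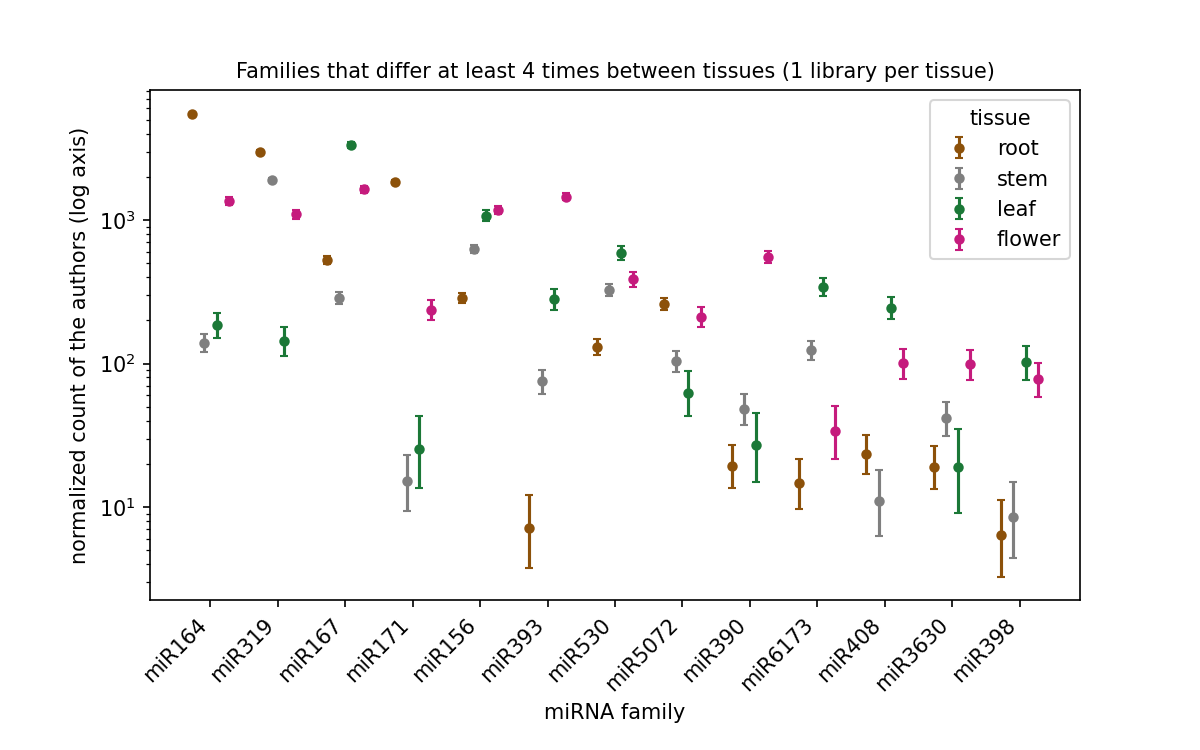
Normalized counts of the families with at least 100 reads and at least 4 times between their highest and lowest tissues, with 1 point per library on a log axis and exact 95% Poisson intervals for counting error. miR171 lies at 1833 in root and 15.1 in stem, and miR393 at 1460 in flower and 7.11 in root.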

The significance threshold was set to be 0.01. The Z-value of miRNAs higher than 1 was designated as up-regulated, and less than −1 was designated as down-regulated. 

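In root, 16 names were up-regulated, among them csi-miR164 with 5223 normalized counts against 1267 in flower and 122 in stem, and vvi-miR319b_R-1 with 2981 against 136 in leaf. The miR171 sequence TGAGCCGAACCAATATCACTC, listed as lus-miR171h_L-1R+1, had 99.6% of its normalized count in root, with 3319 reads there and 4 in leaf. In stem, 6 names were up-regulated, including har-miR403a with 2797 and the miR172 names mtr-miR172b and nta-miR172d with 110.1 and 114. In leaf, 29 names were up-regulated, led in abundance by 3 names of miR159, which were highest in root by clean reads, and by dpr-miR167a with 3345 against 1636 in flower. Names of miR408 and miR395, which act in copper and sulfate nutrition, were also up-regulated in leaf. Of miR398, ppe-miR398b_R-1_1ss2GA was up-regulated in leaf, but the more abundant sequence, listed as aqc-miR398b_L+2R-2, was so in flower, with 30.5 against 24.4 in leaf, and was highest in leaf by share of miRNA reads. In flower, 42 names were up-regulated, among them bdi-miR166a-3p with 632467 against 198594 in root, gma-miR393a_R+1_1ss21CT with 1173 against 4.38 in root, and cpa-miR390a with 543 against 18.3 in root. The down-regulated names numbered 8 in root, 3 in stem, 6 in leaf and 2 in flower, the last pair being mtr-miR172b and nta-miR172d, which have the same sequence. The up-regulated names stand for 15 sequences in root, 5 in stem, 23 in leaf and 38 in flower. The reads of each name were tested against the relative depths of the libraries by the chi-squared test, or by the exact multinomial test where an expected count was below 5, and 98 of 488 names had p under 0.01 without adjustment. This test compares 4 libraries and not tissues. Per 1000000 clean reads, 21 names were up-regulated in root, 13 in stem, 11 in leaf and 41 in flower. As shares of miRNA reads, 26 were up-regulated in root, 14 in stem, 21 in leaf and 19 in flower. All 16 root names and all 6 stem names were up-regulated under the 3 scalings, as were 11 leaf and 19 flower names. Against the authors' factors, both other scalings raise root and stem relative to leaf and flower. The kept root and stem calls therefore say little about stability. With shares that leave out the 10 most abundant sequences, a scaling added after the data were seen, 13 of the 16 root and all 6 stem names kept their call. So did 15 of the 29 leaf and 28 of the 42 flower names.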

As shown in figure 4, 17, 7, 28 and 25 miRNAs were up-regulated in root, stem, leaf, and flower, respectively, and 8, 3, 8 and 5 miRNAs were down-regulated in root, stem, leaf, and flower, respectively.

**Figure 4:**
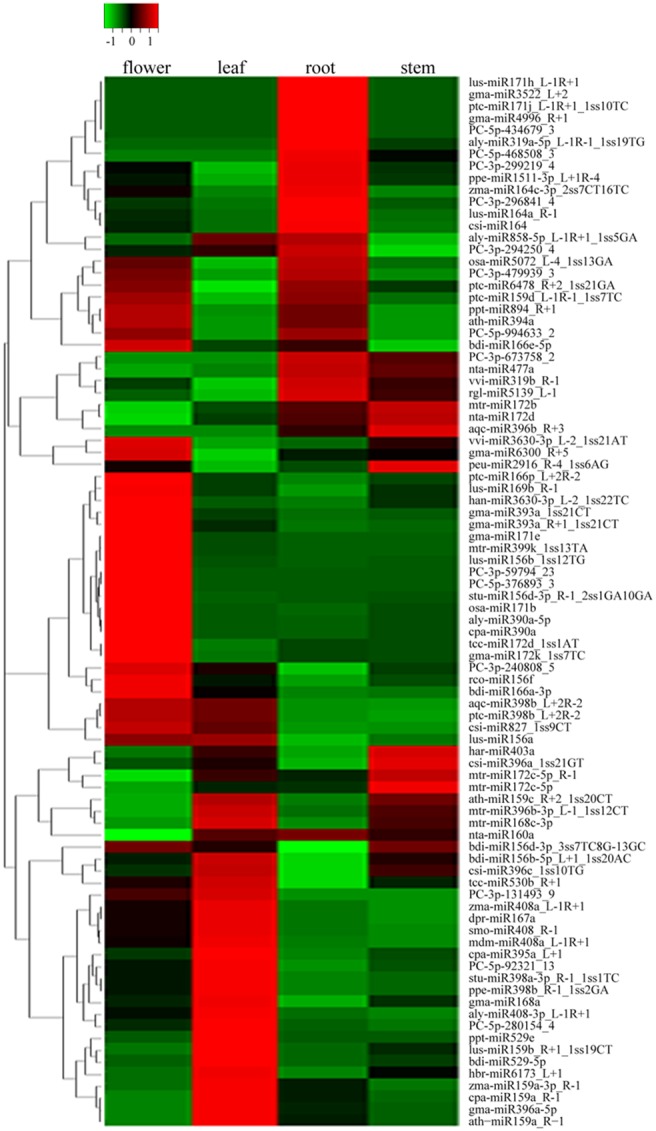
Differential expression levels of miRNAs in root, stem, leaf and flower of *S. miltiorrhiza*. The expression of miRNAs was shown as Z-value. The significance threshold was set to be 0.01. The Z-value of miRNAs higher than 1 was designated as up-regulated, and less than −1 was designated as down-regulated.

To validate the sequencing results and the expression level of miRNAs, four known and four novel miRNAs displaying differential expression pattern in different tissues of *S. miltiorrhiza* from the high-throughput sequencing were selected for quantitative real-time PCR (RT-qPCR) analysis. 

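For the known miRNAs, normalized counts were highest in flower for rco-miR156f with 440 (95% interval 392 to 491), in leaf for ath-miR159a_R-1 with 28203 and gma-miR168a with 1875, and in root for csi-miR164 with 5223. Of the predicted miRNAs, PC-3p-240808_5 was highest in flower with 54.9 normalized counts (39.1 to 75.1) and PC-3p-294250_4 in root with 23.0 (16.6 to 31.1). PC-5p-92321_13 had 7 reads in leaf, 3 each in stem and flower, and 0 in root. PC-3p-115345_10 had 23 reads in root, 20 in stem, 7 in leaf and 9 in flower. Its normalized counts lay between 12.6 and 14.3, and no difference between the libraries was detectable (chi-squared test, p = 0.979). The other 7 miRNAs passed the test, the closest being PC-3p-294250_4 (chi-squared test, p = 0.00534, and 0.0280 after Benjamini-Hochberg adjustment, which is above 0.01). Per 1000000 clean reads, the highest tissue moved to root for ath-miR159a_R-1 and to stem for gma-miR168a. As a share of miRNA reads it moved to stem for rco-miR156f and to root for ath-miR159a_R-1.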

As shown in figure 5, although some of the miRNAs were identified in low reads, such as PC-3p-115345_10 and PC-5p-92321_13, the eight miRNAs RT-qPCR qualitative results was consistent with the data from high-throughput sequencing (Table S1).

**Figure 5:**
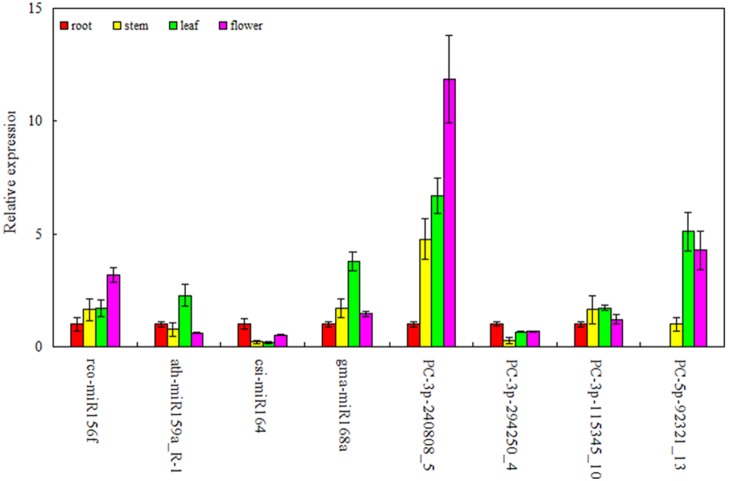
Expression analysis of miRNAs in root, stem, leaf and flower of *S. miltiorrhiza* by RT-qPCR. The amount of expression was normalized by the level of *actin* in RT-qPCR. All reactions of RT-qPCR were repeated three times for each sample.

### Identification of targets cleaved by miRNAs

To further understand the biological function of these identified miRNAs in *S. miltiorrhiza*, the high-throughput degradome sequencing approach was adopted to perform a genome-wide analysis of the mRNAs potentially cleaved by the miRNAs. 

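The degradome library held the 5' ends of cleaved poly(A) RNA from a mixture of the 4 tissues, as 1 library with no replicate and no control. A miRNA that guides cleavage leaves a fragment that starts at the position facing its middle, so reads that begin there mark a cleavage site. The authors matched the reads to ESTs of the plant and scored each pair of miRNA and transcript with CleaveLand 3.0. For each pair their table gives the raw reads at the site, a normalized value that divides reads over the ESTs they match, an alignment score that rises with mismatches, a p-value and a category. Categories run from 0, the strongest peak, to 4, and every category 4 pair in the authors' deposited table has 1 read. The authors' deposited table holds 82 pairs, and counts of pairs, transcripts and miRNAs were made from it. Because the tissues were mixed, no target can be assigned to a tissue from this library.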

In total, 13,381,623 raw reads were obtained from the *S. miltiorrhiza* degradome library (mixture of root, stem, leaf and flower) (data not shown). After removing the reads without the CAGCAG adaptor, 2,287,895 unique raw reads were mapped to the genome database (http://www.ncbi.nlm.nih.gov). The CleaveLand 3.0 was adopted to identify the sliced targets. 

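The pairs with the most raw reads belonged to the predicted miRNA PC-5p-434679_3, with 7 target transcripts and 597 to 620 raw reads at each in the authors' deposited table. After division over the ESTs they match, these were 59.7 to 62, below the 64 of the calmodulin ESTs CV168798 and CV170402. All 7 pairs were of category 2, and this miRNA had 4 small RNA reads. Next by raw reads came 5 transcripts of miR858 with 167 and those of miR319 (aly-miR319a-5p_L-1R-1_1ss19TG) with 53 to 128. In all, the authors' deposited table lists 69 distinct target transcripts for 25 miRNA names, which stand for 21 sequences. Of the 82 pairs, 27 had at least 10 reads at the site and 18 had 1 read, with a median of 4. The reads of each of these 27 were shared with other ESTs, so these pairs are not separate observations. The lowest p-value in the authors' deposited table was 0.0700, for miR858, the median was 0.931, and 45 pairs had a p-value of at least 0.9. In the small RNA libraries these miRNAs ranged from csi-miR164 with 10705 reads to names with less than 1 read.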

The cleavage signature for most of the miRNAs was not detectd in this degradome library, only a total of 69 targets potentially cleaved by 25 miRNAs were identified (Table S4). Based on the ‘height’ of the degradome peak at each occupied transcript position, these targets were classified into categories 0, 1, 2, 3 and 4 according to our previous criteria [24], respectively. Among these identified targets, there were 6, 0, 37, 12 and 14 fell into categories 0, 1, 2, 3 and 4, respectively (Table S4). 

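All 6 transcripts of category 0 belonged to miR858, with 5, and to aly-miR319a-5p_L-1R-1_1ss19TG, with 1, a calmodulin EST. By the lowest category per transcript, the authors' deposited table gave 37 in category 2, 11 in category 3, 15 in category 4 and 0 in category 1. Counted as pairs, the numbers were 6, 0, 45, 13 and 18 for categories 0 to 4 in the authors' deposited table. Alignment scores in the authors' deposited table ran from 1 to 4, and 54 of the 82 pairs stood at 4.

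**Figure D3:**
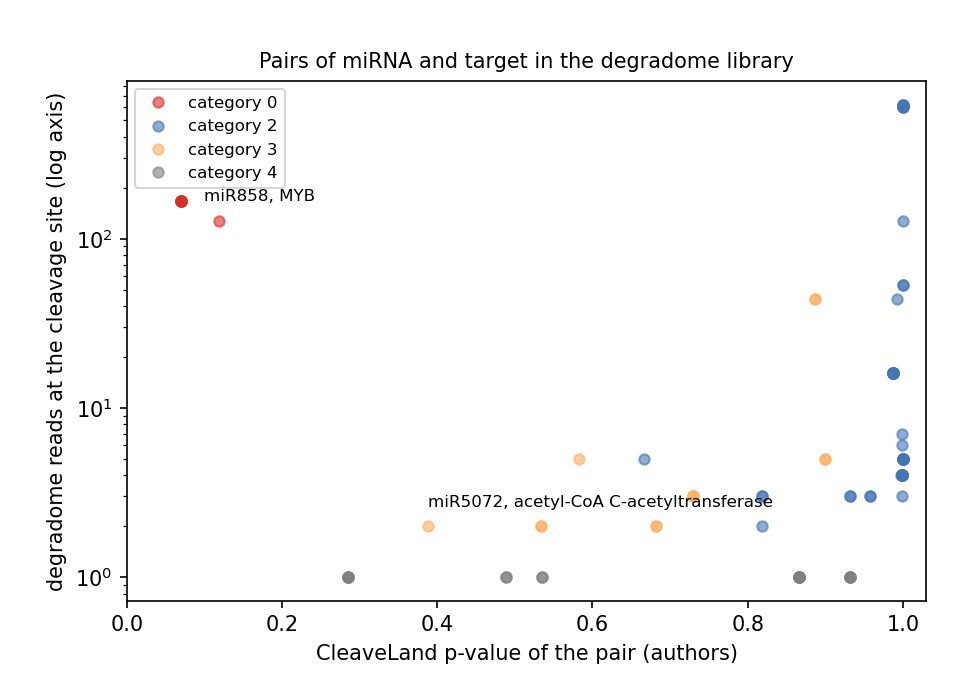
Raw degradome reads at the cleavage site, on a log axis, against the p-value of CleaveLand for the 82 pairs in the authors' deposited table, coloured by category. The miR858 pairs lie at 167 reads and 0.0700, the pair of miR5072 with acetyl-CoA C-acetyltransferase at 2 reads and 0.388, and 0 pairs lie below 0.05.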

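In the authors' deposited table, PC-3p-72449_18 had 9 target transcripts, PC-5p-434679_3 had 7, and gma-miR396a-5p, ppt-miR166m_R-3 and zma-miR482-5p_R-1_1ss1TC had 6 each. miR858 and miR5072 had 5 transcripts each, and csi-miR164, the most abundant of these miRNAs in the small RNA libraries, had 2. Altogether 18 names had 2 or more target transcripts and 7 had 1. Among the 7 are 4 miR396 names with the same sequence, CTCAAGAAAGCTGTGGGAAG, and the same transcript.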

Most miRNAs cleaved two or more different transcription targets, and only five miRNAs cleaved one target. Based on the BLASTX analysis, 29 targets were homologous with the genes that have already been found in other plants (Table 2), including S-adenosylmethionine synthetase, peroxidase, myb proto-oncogene protein, etc.

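The MYB transcripts of miR858, a miRNA known to target MYB factors of phenylpropanoid metabolism, had the most raw reads at the site among annotated targets, with 167 at each of 4 ESTs and category 0 in the authors' deposited table. These reads were shared over 5 ESTs, so each carries 33.4 after division, against 64 for the calmodulin EST CV170402. In the small RNA libraries miR858 had 79.9 normalized counts in root (95% interval 67.5 to 94.0), 68.5 in leaf (47.9 to 94.8), 39.4 in flower and 27.2 in stem. The intervals of root and leaf overlap, but per 1000000 clean reads root had 16.5 and leaf 6.69. Calmodulin ESTs, of which 6 are annotated, had 44 to 128 reads for aly-miR319a-5p_L-1R-1_1ss19TG and a miR2673 name. Their categories were 0 to 3 in the authors' deposited table. The CleaveLand p-value there was 0.119 for CV170402 and at least 0.887 for the others. The miR319 name assigned to them had 13 reads in the small RNA libraries and the miR2673 name 1. The 4 S-adenosylmethionine synthetase ESTs had 1 read, category 4 and p = 0.931 in the authors' deposited table. The miRNA assigned to them, ppt-miR166m_R-3, had 1 read in the small RNA libraries, in flower. The 6 ESTs of elongation factor EF-1 alpha had 5 reads each and p = 1.000 in the authors' deposited table, and the miR482 name assigned to them had 1 read, in root. Of the 29 annotated pairs, 10 had at least 10 reads at the site. The reads of each of these 10 were shared with other ESTs, so these pairs are not separate observations.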

**Table 2:** Identified miRNA targets in *S. miltiorrhiza* by degradome sequencing.

miRNA	gene	Length	Definition
hbr-miR396a_R-3	gi51954849gbCV165709.1CV165709	437	T-complex protein 1 subunit zeta
ppt-miR166m_R-3	gi51955619gbCV166479.1CV166479	500	S-adenosylmethionine synthetase
ppt-miR166m_R-3	gi51958718gbCV169578.1CV169578	490	S-adenosylmethionine synthetase
ppt-miR166m_R-3	gi51958974gbCV169834.1CV169834	525	S-adenosylmethionine synthetase
ppt-miR166m_R-3	gi51959843gbCV170703.1CV170703	517	S-adenosylmethionine synthetase
osa-miR5072_L-4_1ss13GA	gi51958299gbCV169159.1CV169159	498	peroxidase
osa-miR5072_L-4_1ss13GA	gi51958400gbCV169260.1CV169260	693	peroxidase
smo-miR396_R+1_1ss7GA	gi51952605gbCV163465.1CV163465	526	nucleolin
smo-miR396_R+1_1ss7GA	gi51953108gbCV163968.1CV163968	420	nucleolin
aly-miR858-5p_L-1R+1_1ss5GA	gi51952052gbCV162912.1CV162912	620	myb proto-oncogene protein, plant
aly-miR858-5p_L-1R+1_1ss5GA	gi51955967gbCV166827.1CV166827	548	myb proto-oncogene protein, plant
aly-miR858-5p_L-1R+1_1ss5GA	gi51957272gbCV168132.1CV168132	490	myb proto-oncogene protein, plant
aly-miR858-5p_L-1R+1_1ss5GA	gi51958934gbCV169794.1CV169794	544	myb proto-oncogene protein, plant
ppt-miR166m_R-3	gi51953523gbCV164383.1CV164383	482	large subunit ribosomal protein L9e
zma-miR482-5p_R-1_1ss1TC	gi51952323gbCV163183.1CV163183	464	elongation factor EF-1 alpha subunit
zma-miR482-5p_R-1_1ss1TC	gi51956430gbCV167290.1CV167290	716	elongation factor EF-1 alpha subunit
zma-miR482-5p_R-1_1ss1TC	gi51958162gbCV169022.1CV169022	496	elongation factor EF-1 alpha subunit
zma-miR482-5p_R-1_1ss1TC	gi51958761gbCV169621.1CV169621	592	elongation factor EF-1 alpha subunit
zma-miR482-5p_R-1_1ss1TC	gi51959562gbCV170422.1CV170422	618	elongation factor EF-1 alpha subunit
zma-miR482-5p_R-1_1ss1TC	gi51960584gbCV171444.1CV171444	617	elongation factor EF-1 alpha subunit
osa-miR5072_L-4_1ss13GA	gi51952295gbCV163155.1CV163155	635	carboxymethylenebutenolidase
mtr-miR2673a_L-1_1ss21AT	gi51951421gbCV162281.1CV162281	645	calmodulin
mtr-miR2673a_L-1_1ss21AT	gi51956749gbCV167609.1CV167609	482	calmodulin
aly-miR319a-5p_L-1R-1_1ss19TG	gi51957938gbCV168798.1CV168798	486	calmodulin
aly-miR319a-5p_L-1R-1_1ss19TG	gi51958940gbCV169800.1CV169800	539	calmodulin
aly-miR319a-5p_L-1R-1_1ss19TG	gi51959542gbCV170402.1CV170402	561	calmodulin
aly-miR319a-5p_L-1R-1_1ss19TG	gi51960600gbCV171460.1CV171460	557	calmodulin
ppt-miR166m_R-3	gi51956695gbCV167555.1CV167555	488	aquaporin TIP
osa-miR5072_L-4_1ss13GA	gi51953064gbCV163924.1CV163924	389	acetyl-CoA C-acetyltransferase

To better understand the function of these identified miRNA, their targets obtained from degradome library were subjected to Gene Ontology (GO) analysis and Kyoto encyclopedia of Genes and Genomes (KEGG) Pathway analysis. As shown in figure 6, these targets were involved in 26 biological process, 22 kinds of cellular component, and 22 kinds of molecular function, including binding, peroxidase activity, hydrolase activity, ammonia transmembrane transporter activity, etc. Among these targets, acetyl-CoA C-acetyltransferase (gi51953064gbCV163924.1CV163924), cleaved by osa-miR5072_L-4_1ss13GA, is involved in the biosynthesis of terpenoid backbone and tanshinone (Fig. 7, Table S5).

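The small RNA osa-miR5072_L-4_1ss13GA (TCCCCAGCAGAGTCGCCA, 18 nt) was most abundant in root, the organ in which tanshinones accumulate. It had 475 reads in root, 145 in stem, 33 in leaf and 150 in flower. The normalized counts were 260 in root (95% interval 237 to 284), 211 in flower (179 to 248), 104 in stem and 62.8 in leaf, with overlapping intervals in root and flower. Root over the mean of the other tissues was a log2 of 1.05 (0.84 to 1.26), against 1.31 per 1000000 clean reads and 1.79 as a share of miRNA reads. Root stayed highest per 1000000 clean reads, with 53.6 against 36.9 in flower, and as a share of miRNA reads. Both scalings raise root relative to leaf and flower, so this says little about stability. The target EST of this small RNA, CV163924, is 389 nt long and was annotated as acetyl-CoA C-acetyltransferase, which condenses acetyl-CoA in the first step of the mevalonate pathway. The site pairs with positions 201 to 218, with cleavage at 209 in the authors' deposited table. At this position the authors' deposited table gives 2 raw reads (0.667 after division over the ESTs they match), category 3, an alignment score of 3 and p = 0.388. The peroxidase ESTs CV169159 and CV169260 of the same miRNA had 5 raw reads each, category 3 and p = 0.899 in the authors' deposited table. With 2 reads in a single library and a CleaveLand p-value of 0.388, this pair cannot be told apart from a chance match. From this pair and the place of the enzyme at the start of the pathway, the paper reasons that miR5072 takes part in regulating tanshinone biosynthesis.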

**Figure 6:**
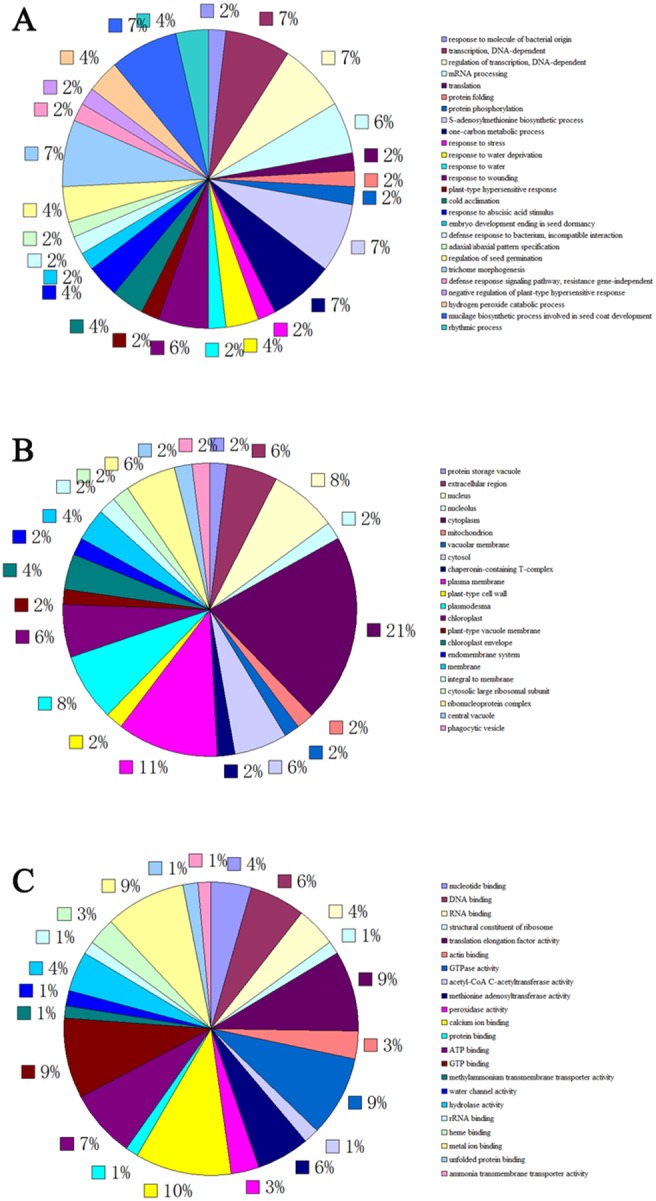
Distribution of the identified targets classified based on putative biological processes (A), cellular component (B), and molecular functions (C).

**Figure 7:**
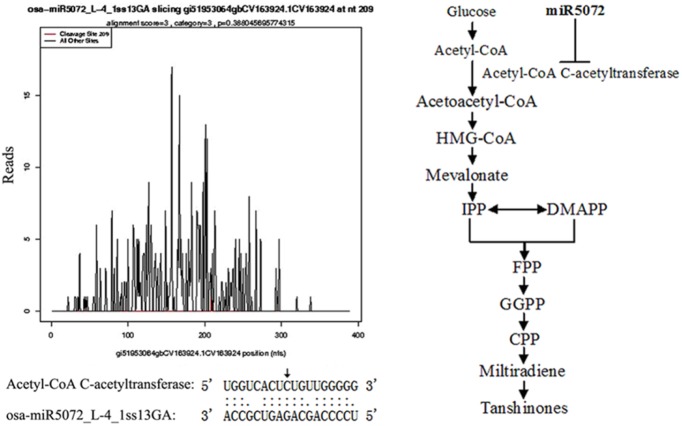
T-plots of *acetyl-CoA C-acetyltransferase* cleaved by osa-miR5072_L-4_1ss13GA and their molecular function in the biosynthesis of tanshinones. (A) T-plots show the distribution of the degradome tag along the full-length of *acetyl-CoA C-acetyltransferase* mRNA sequence (bottom). The red line represents the sliced target transcripts. The alignments show the miRNA with a portion of its target sequence. Two dots indicate matched RNA base pairs; one dot indicates a GU mismatch. The arrow shows the cleavage site. (B) Acetyl-CoA C-acetyltransferase was negatively regulated by miR5072 and involved in the biosynthesis of tanshinones.

## Discussion

In the present study, four sRNA libraries from the tissues of root, stem, leaf and flower of *S. miltiorrhiza* were constructed, respectively. A total of 452 known miRNAs corresponding to 589 pre-miRNAs and 40 novel miRNAs corresponding to 24 pre-miRNAs were identified, respectively (Table S1). Most of the identified known miRNA families are highly evolutionarily conserved in a variety of plant species (Table S2), suggesting their conserved roles in plant kingdom. Most of the non-conserved miRNAs, found only in a few plant species, were also identified in *S. miltiorrhiza* (Table S2). It seems likely that these miRNAs relatively recently evolved [25]. They might play important roles in more species-specific characteristics in plant growth and development [26].

Analyzing the temporal and spatial expression patterns of miRNAs would provide useful information about their molecular functions. In plants, more and more evidence showed that miRNAs have differential expression in specific developmental stages and tissues [27]. For example, miR159 mainly expressed in the leaf of potato, and were considered to have crucial function in leaf development [28]. MiR164 mainly expressed in roots of several plant species, and showed essential role in plant root development through their NAC transcription factor targets-mediated downstream pathways [29], [30]. In addition, recent studies also showed that miR166 mainly expressed in barley roots, miR171 mainly expressed in opium poppy roots, miR397 mainly expressed in opium poppy leaves, and miR156 and miR408 mainly expressed in barley leaves [31], [32], which indicated their important roles in plant specific tissues growth and development [26]. In the present study, based on the deep sequencing counts, many miRNAs showed tissue-specific expression in *S. miltiorrhiza.* Among them, 62, 95, 19 and 71 miRNAs only express in root, stem, leaf and flower, respectively (Fig. 3). In addition, miR156 and miR167 were highly abundant in flower and leaf, miR164 were highly abundant in flower and root, and miR166 were highly abundant in all tissues, especially in flower (Table S1), which were quite different from the patterns found in other plants [23], [31]. These suggested that besides some common mechanism sharing with different plant species, there were species-specific miRNA regulatory mechanisms in *S. miltiorrhiza*.

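miR164, a family known to target NAC transcription factors, had the largest difference among miR156, miR164, miR166 and miR167, with 5457 normalized counts in root, 1363 in flower, 185 in leaf and 139 in stem. The mean of flower and root over that of stem and leaf was a log2 of 4.40 (95% interval 4.21 to 4.58), and 3.62 without the most abundant miR164 sequence. miR167, which targets auxin response factors, had 3360 in leaf, 1642 in flower, 529 in root and 286 in stem, and flower and leaf over the others gave a log2 of 2.62 (2.52 to 2.71). This log2 was 1.86 per 1000000 clean reads, 1.71 as a share of miRNA reads and 1.11 without the most abundant miR167 sequence. For miR156 flower and leaf over stem and root gave a log2 of 1.30 (1.19 to 1.40). miR166 had 633162 in flower, 360545 in leaf, 215508 in stem and 198994 in root, and made up 90.8% of the miRNA reads in flower and 72.8% in root. Flower over the mean of the other tissues was a log2 of 1.29 (1.29 to 1.30). The intervals cover counting error in 4 libraries and no difference between plants. As a share of miRNA reads the log2 was 0.27 for miR156 and 0.23 for miR166. The miR166 share was at least 72.8% in each library and could rise little, which limited its log2 in advance. Per 1000000 clean reads miR156 was higher in stem, with 134, than in leaf, with 105. From patterns unlike those of other plants, the paper proposes that *S. miltiorrhiza* has regulatory mechanisms of its own.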

Identification of the targets of these identified miRNAs will help understand their role in a variety of metabolic pathways. By the degradome analysis, 69 targets potentially cleaved by 25 miRNAs were identified, and 29 were homologous with the genes that have already been found in other plants (Table 2). Fortunately, one target of miR5072, acetyl-CoA C-acetyltransferase, was identified in *S. miltiorrhiza*, and related to the biosynthesis of terpenoid compounds and tanshinones in plant (Fig. 7). Tanshinones are abietane-type norditerpenoid quinones identified in root of *S. miltiorrhiza*, which mainly including tanshinone I, tanshinone IIA, dihydrotanshinone I and cryptotanshinone, and showing diverse pharmacological activities, such as antibacterial, antioxidant, antiinflammatory, cytotoxic, neuroprotective, cardioprotective, antiplatelet, and antitumor effects [2], [33]. In plant, diterpenoids are generated from geranylgeranyl diphosphate, which is synthesized from isopentenyl diphosphate and its allylic isomer dimethylallyldiphosphate via two different pathways, the mevalonic acid (MVA) pathway in the cytosol and the 1-deoxy-d-xylulose 5-phosphate (DXP) pathway in cellular plastids [34]–[36]. Generally, the main MVA derived isoprenoid end-products are certain sesquiterpenes, sterols and the side chain of mitochondrial ubiquinones, whereas monoterpenes, certain sesquiterpenes and photosynthesis-related isoprenoids, are derived from the DXP pathway [37]. The two pathways are not separated absolutely. In some extents, there are some forms of crosstalk between them. The isoprenoids generated from MVA can get into the plastid carried by membrane and form monoterpene or diterpene [38]. In the MVA pathway, two units of acetyl-CoA are first catalyzed to acetoacetyl-CoA by acetyl-CoA C-acetyltransferase, and then catalyzed to mevalonate by 3-hydroxy-3-methyl glutaryl coenzyme A reductase (HMGR) [39]. Considering the important role of acetyl-CoA C-acetyltransferase in the initial reaction of MVA pathway, miR5072 must have involved in regulating the biosynthesis of tanshinones in *S. miltiorrhiza*. In addition, acetyl-CoA C-acetyltransferase was also involved in the biosynthesis of a variety of products [40]–[42], indicating the other crucial role of miR5072 in *S. miltiorrhiza*.

Moreover, osa-miR5072_L-4_1ss13GA was also found to target carboxymethylenebutenolidase (Table 2), which known as 4-carboxymethylenebut-2-en-4-olide lactonohydrolase, maleylacetate enol-lactonase, dienelactone hydrolase, and carboxymethylene butenolide hydrolase, belonging to the family of hydrolases. It mainly acts on carboxylic ester bonds and involves in biosynthesis of secondary metabolites. 

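The carboxymethylenebutenolidase EST, CV163155, is 635 nt long. In the authors' deposited table the miR5072 site covers positions 539 to 557, with cleavage at 548. That site had 1 raw read, 0.5 after division over the ESTs it matches, with category 4, an alignment score of 3.5 and p = 0.535 in the authors' deposited table. Another EST, CV168296, which carries no annotation in Table 2, had the same read number, category, score and p-value for miR5072 in the authors' deposited table.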

In *S. miltiorrhiza*, it must also have involved in the biosynthesis of active constituents.

In conclusion, for the first time, we obtained 452 known miRNAs and 40 novel miRNAs in *S. miltiorrhiza*, and identified their tissue-specific expression patterns. By degradome analysis, 69 targets potentially cleaved by 25 miRNAs were identified. Among them, acetyl-CoA C-acetyltransferase was cleaved by miR5072 and involved in the biosynthesis of tanshinones. This study provided valuable information for understanding the tissue-specific expression patterns of miRNAs in *S. miltiorrhiza*, and offered a foundation for future studies of the miRNA-mediated biosynthesis of tanshinones.

## Materials and Methods

### Plant material

*S. miltiorrhiza* was cultivated in the experimental field of the Xiasha campus, Hangzhou normal university, China. The root, stem, leaf and flower were collected, immediately frozen and stored at −80°C. No specific permissions were required for these locations/activities, and this study was supported by the open foundation (ZK-14) of the Key Laboratory of Zhejiang Province Medicinal Plants Germplasm Improvement and Quality Control Technology. We confirm that this study did not involve endangered or protected species.

### SRNA library construction and sequencing

Total RNA was extracted using Trizol reagent (Invitrogen, CA, USA) following the manufacturer’s procedure. The total RNA quantity and purity were confirmed with Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN number >7.0. Approximately 1 ug of total RNA were used to prepare sRNA library according to protocol of TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, USA). And then performed the single-end sequencing (36 bp) on an Illumina Hiseq2500 at the LC-BIO (Hangzhou, China) following the recommended protocol.

### Analysis of sequencing data

The raw reads were subjected to the Illumina pipeline filter (Solexa 0.3), and then the dataset was further processed with an in-house program, ACGT101-miR (LC Sciences, Houston, Texas, USA) to remove adapter dimers, junk, low complexity, common RNA families (rRNA, tRNA, snRNA, snoRNA) and repeats. Subsequently, unique sequences with length in 18–25 nt were mapped to specic species precursors in miRBase 20.0 (http://www.mirbase.org/) by BLAST search to identify known miRNAs and novel 3p- and 5p- derived miRNAs. Length variation at both 3′ and 5′ ends and one mismatch inside of the sequence were allowed in the alignment. The unique sequences mapping to specific species mature miRNAs in hairpin arms were identified as known miRNAs. The unique sequences mapping to the other arm of known specific species precursor hairpin opposite to the annotated mature miRNA-containing arm were considered to be novel 5p- or 3p-derived miRNA candidates. The remaining sequences were mapped to other selected species precursors (with the exclusion of specific species) in miRBase 20.0 by BLAST search, and the mapped pre-miRNAs were further BLASTed against the specific species genomes to determine their genomic locations. The above two we defined as known miRNAs. The unmapped sequences were BLASTed against the specific genomes, and the hairpin RNA structures containing sequences were predicated from the flank 120 nt sequences using RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi). The criteria for secondary structure prediction were: (1) number of nucleotides in one bulge in stem (< = 12) (2) number of base pairs in the stem region of the predicted hairpin (> = 16) (3) cut off of free energy (kCal/mol < = 15) (4) length of hairpin (up and down stems + terminal loop > = 50) (5) length of hairpin loop (< = 200). (6) number of nucleotides in one bulge in mature region (< = 4) (7) number of biased errors in one bulge in mature region (< = 2) (8) number of biased bulges in mature region (< = 2) (9) number of errors in mature region (< = 4) (10) number of base pairs in the mature region of the predicted hairpin (> = 12) (11) percent of mature in stem (> = 80).

### Verification of miRNAs by RT-qPCR in *S. miltiorrhiza*

To validate the presence and expression of the identified miRNAs, four known and four novel miRNAs were assayed by RT-qPCR, respectively. Total RNA was extracted from the different tissues of *S. miltiorrhiza* with Trizol reagent following the manufacturer’s instructions (Invitrogen, CA, USA). The total RNA (2.5 µg) was treated with DNase I (TaKaRa, Dalian, China) to remove the genomic DNA and reverse-transcribed using miRNA specific primers (Table S6). The forward primers of eight selected miRNAs were designed according to the sequence of miRNA itself, and the universal primer was used as reverse primer (Table S6). 1 µl of cDNA was used as the template in 25 µl PCR reactions which contained 12.5 µl 2×SYBR Premix Ex Taq II (TaKaRa, Dalian, China), 1 µl each of forward and reverse primer (10 µM) and 9.5 µl water. Reactions were performed using the iCycler iQ real-time PCR detection system (Bio-Rad). Each sample contained three replicates of 15 plant tissues. All reactions were performed in triplicate for each sample and *actin7* was used as an internal reference. The threshold value was empirically determined based on the observed linear amplification phase of all primer sets. Sample cycle threshold (Ct) values were standardized for each template based on an *actin7* control reaction. The comparative Ct method (2^−ΔΔCt^) was used to determine the relative transcript abundance of each miRNA [43].

### Degradome library construction, sequencing and target identification

Total RNA was extracted using Trizol reagent (Invitrogen, CA, USA) following the manufacturer’s procedure. The total RNA quantity and purity were confirmed with Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN number >7.0. Approximately 20 ug of total RNA were used to prepare Degradome library. The method of Ma et al. [44] was followed with some modification. (1) Approximately 150 ng of poly (A) + RNA was used as input RNA and annealing with Biotinylated Random Primers. (2) Strapavidin capture of RNA fragments through Biotinylated Random Primers. (3) 5′ adaptor ligate to only those RNAs containing 5′-monophosphates. (4) Reverse transcription and PCR (5) Libraries were sequenced using the 5′ adapter only, resulting in the sequencing of the first 36 nucleotides of the inserts that represented the 5′ ends of the original RNAs. Then the single-end sequencing (36 bp) on an Illumina Hiseq2500 at the LC-BIO (Hangzhou, China) was performed following the vendor’s recommended protocol. A Public software package, CleaveLand3.0 was used for analyzing sequencing data.

### Accession number

Sequencing data obtained in this work have been submitted to the Gene Expression Omnibus under the accession number GSE60757.

## Supporting Information

Table S1 Profile of known and novel microRNAs identified in *S. miltiorrhiza*.
(XLS)

Table S2 Conservation of the identified known miRNAs in *S. miltiorrhiza*.
(XLS)

Table S3 The tissue-specific miRNAs in *S. miltiorrhiza*.
(XLS)

Table S4 Information of miRNA target genes identified in *S. miltiorrhiza* by degradome sequencing.
(XLS)

Table S5 The KEGG pathway annotation of the target genes identified in *S. miltiorrhiza*.
(XLS)

Table S6 Primers of miRNAs used in this study.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

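Small RNA was sequenced from root, stem, leaf and flower of *S. miltiorrhiza*, with 1 library per tissue, and the degradome from 1 library of the mixed tissues. Samples were assigned to tissues by their labels, and the table columns carry the tissue names. Before they deposited their values, the authors removed adapters, low-quality reads, reads outside 18 to 25 nt and reads matching other RNA classes, and compared the rest with miRBase and with ESTs. The sample labels name ACGT101-miR version 4.2 and ACGT301-DGE version 1.0, and the paper names CleaveLand 3.0. The reads per entry in the authors' table are estimated counts, because a read that matches several entries was divided between them. The normalized counts are a signal that the authors made by multiplying the reads of a library by 1 factor, and within each library the ratio of both values was constant. In the degradome table the authors give raw reads as a count at each cleavage site, a divided signal, an alignment score, a category and the CleaveLand p-value, which the table does not describe as adjusted. The miRNA table has 650 entries for 488 names and 241 sequences, and 6 of its lines are not analysed here.

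Reads were summed per name, sequence or family, where a family is the number in the miRNA name, and were rounded to whole numbers for tests only. For each name the reads of the 4 libraries were tested against the relative depths given by the inverse of the authors' factors, with Pearson's chi-squared test on 3 degrees of freedom where every expected count was at least 5 and with the exact multinomial test otherwise. The threshold was p = 0.01, as in the paper, and no adjustment was made, since the paper's text names none. A Z-value over the 4 normalized counts, with the sample SD, above 1 was called up-regulated and below -1 down-regulated. Chi-squared tests covered 60 names, exact tests 226, and 202 names had no whole read. With 1 library per tissue there is no spread between replicates, so p-values concern these libraries and not the tissues, and edgeR and DESeq2 were not used.

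On simulated data for the 4 libraries with the authors' factors and all 488 names, the test called 17 of 30 names raised 2 times and 24 of 30 raised 4 times in the right tissue, among names with at least 10 reads. It gave p under 0.01 for 2 of 428 unchanged names, many of which have too few reads to be called, and for 0 of the 44 with at least 10 reads. The unchanged names were drawn at the depths that the test assumes, so few calls among them were given in advance. The draws hold no difference between plants or library preparations and no error in the factors. Intervals are exact Poisson intervals at 95%, and a count of 0 is read as up to 3 reads. Intervals of log2 values use the normal approximation to counting error. Clean reads, the totals of Table 1, were 8859267 in root, 6585952 in stem, 5378765 in leaf and 4067914 in flower.

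The named items were fixed after values in the paper's supplementary tables, which report these same data, had been looked at. They are the miRNAs that the paper discusses for these tissues, the 8 miRNAs of RT-qPCR, those with annotated targets, the 10 most abundant sequences, the 5 names with the largest share of their normalized count in each tissue among names past the test with at least 10 reads, sequences of 1 tissue with at least 3 reads, and families of fixed lists with at least 10 reads and 4 times between tissues. Other names given beside these were chosen after their values were seen. The alternatives covered what counts as 1 miRNA, the minimum of reads, the scaling of the libraries, the scale and SD of the Z-value, the test and its adjustment, and the thresholds of the degradome table. One scaling, the share of miRNA reads without the 10 most abundant sequences, was added after the data were seen. Target names come from Table 2. GO and KEGG annotations and the RT-qPCR measurements were not analysed here. Tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.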

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

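The tests on sequences found in 1 tissue only and on sequences ending in CCA were chosen after the results were seen, and those on leaf were set before the counts under other scalings were seen, when the large leaf factor was already known. A floor of 3 reads was set for a count of 0, whose exact interval reaches 3.69. Families above this floor and named neither in the paper's text nor in Fig. 4 were miR1423, miR1425 and miR1436. They had 5, 4 and 3.17 reads over the 4 libraries, the last below 3.69. The paper's text names miR423, miR425 and miR436, which differ from these by 1 leading digit and were not found, and whether the same families are meant is not known.

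Of 76 sequences found in 1 tissue only, 8 had at least 3 reads. Random assignment of each sequence's reads to the libraries by depth gave 0 to 5 such sequences in 95% of 2000 draws, which argues against sampling alone for this part. For sequences of 1 or 2 reads, 59 were found in 1 tissue only against 61 to 69 by random assignment, but 9 of the 58 sequences of 1 read have divided reads in more than 1 library, which a draw of whole reads cannot give, and of 13 sequences of 2 undivided reads, a set chosen after the data were seen, 7 were in 1 library against 1 to 8 by chance, so tissue and sampling cannot be told apart there. The distinct sequences were 30.9% of the table entries of a single tissue, so a large part of the entry counts may come from 1 sequence listed many times. Another part, 52 of the 246 entries, have a sequence that was found in other tissues too. The comparison for the 8 concerns their number and not each sequence. The chance by depth that all reads of a sequence fall in its library was 0.0687 for cme-miR156a_L+2. It was 0.0281 each for gma-miR4996_R+1 and PC-5p-434679_3, and at most 0.00193 for the others. Among the others, PC-3p-59794_23, at 78 reads in flower, and PC-5p-376893_3 are arms of 1 precursor. A difference between tissues stays open for the 8 and was not tested for want of a replicate.

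Of the names up-regulated in leaf, 29 with the authors' factors, 11 were so per 1000000 clean reads, but as shares of miRNA reads 21 names were, of which 17 are among the 29, so the part of the authors' scaling stays open. The factor times the clean reads varied 2.17 times and was highest in leaf, while the factor times the distinct clean sequences of Table 1 varied only 1.26 times. When the 10 most abundant sequences were left out of the shares, 15 names were up-regulated in leaf, which lies between the bounds set and leaves the part of abundant sequences open. Scaling and tissue cannot be told apart here, because the scalings give different counts. Leaf biology stays open, above all for the 11 names up-regulated under all 3 scalings, which include miR408, miR395 and dpr-miR167a. These 11 names stand for fewer sequences, since ppe-miR398b_R-1_1ss2GA and stu-miR398a-3p_R-1_1ss1TC, for example, have the same sequence.

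The main sequences of 4 of 13 non-conserved families with at least 10 reads, miR894, miR5139, miR5072 and miR5077, end in CCA, as do mature transfer RNAs, and so do those of miR160, 1 of the 9 conserved families, and of miR1511, which is in neither list and has the same main sequence as miR5139. If they came from transfer RNA, their reads could follow those that the paper's Table 1 assigns to transfer RNA, but they equalled 12.0% of that number in root, 6.5% in stem, 4.15% in leaf and 11.9% in flower, a range of 2.90 times, which goes against a constant share. Since miR894 had 21298 of these 23293 reads in root and most of them in each tissue, the sum says little about the other 3 families. Reads matching transfer RNA had been removed before the miRNA table was made, so both sets hold different reads and miRNA and transfer RNA cannot be told apart here. Tissue differences in either kind of RNA stay open and were not tested.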

How the results depend on the processing

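The scaling without the 10 most abundant sequences was chosen after the data were seen. Many counts of miRNAs fell with the unit counted or with a minimum of reads. With distinct sequences, known miRNAs were 202 and those in all 4 tissues 86. Those in 1 tissue only were 28 in root, 15 in stem and 19 in flower. A sequence can have many names or entries, and 29 stem and 23 flower entries of a single tissue have a sequence found elsewhere too. With at least 1 read, known miRNAs were 229, and sequences of 1 tissue 25 in root, 10 in stem, 8 in leaf and 11 in flower. With at least 3 reads, sequences in all 4 tissues were 49 and those of 1 tissue 5, 0, 1 and 2 in the same order, and with at least 10 reads 1, 0, 0 and 2, fewer by construction. With at least 10 reads, 85 known and 18 predicted miRNAs remained. For the changes that follow the cause was not tested. Per 1000000 clean reads, 13 names were up-regulated in stem and 11 in leaf, and 13 down-regulated in leaf and 4 in flower. As shares of miRNA reads, 26 were up-regulated in root, 14 in stem and 19 in flower, and 0 down-regulated in stem, 3 in leaf and 13 in flower. Without the 10 most abundant sequences, 17 were up-regulated in stem and 15 in leaf, and 0 down-regulated in stem and 6 in flower. With Z-values on the log2 scale, down-regulated names were 24 in root, 9 in stem, 10 in leaf and 4 in flower, and 61.2% of calls were up against 83.0%. With the population SD they were 15 in root, 7 in stem and 5 in flower, with 72.7% of calls up, and with distinct sequences 1 in flower. The log2 of the named tissues over the others per 1000000 clean reads was 0.69 for miR156, 1.86 for miR167, 4.84 for miR164, 1.44 for miR166 and 1.31 for miR5072. As shares it was 0.27 for miR156, 1.71 for miR167, 0.23 for miR166 and 1.79 for miR5072. The miR166 share, at least 72.8% in each library, could rise little. Without the most abundant sequence of the family the log2 was 1.11 for miR167, 3.62 for miR164 and 1.14 for miR166. None of these values changed sign, and miR5072 has 1 sequence and so no value without it. Degradome targets were 43 in categories 0 to 2, for 14 miRNAs, 11 with an alignment score of at most 3, 23 with at least 10 reads and 0 with a CleaveLand p-value under 0.05. Of the 20 names chosen by their share in a tissue, aly-miR319a-5p_L-1R-1_1ss19TG and aqc-miR396b_R+3 lost their call with Benjamini-Hochberg adjustment, mtr-miR172b and nta-miR172d with Z-values on the log2 scale, and bdi-miR529-5p per 1000000 clean reads. ath-miR159c_R+2_1ss20CT gained one in stem under the 3 other scalings. These names were selected by their share and past the test, so the calls they kept say little about stability. The highest tissue of the RT-qPCR miRNAs was that of Fig. 5 for 7 of 8 with the authors' factors and 5 with either other scaling. No paired analysis was possible because each tissue has 1 library.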

Differences from the paper's values

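Of 36 values that the paper states for a measure computed here, 34 lay within 1.5 times and 2 did not. Most of the 36 are counts of entries, names, precursors, species or targets in the authors' own tables, so their closeness was nearly given. The 2 are among the counts of up- and down-regulated names, which needed a test. The paper's 182 miRNAs homologous with *Glycine max* were set against 182 distinct precursors of that species. This unit was chosen after the values were seen, and 64 names list such a precursor.

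The paper counts 25 miRNAs up-regulated in flower, and 42 were found here at its stated thresholds. Of the alternatives set before the data were examined, the share of miRNA reads gave 19, Z-values on the log2 scale 36, a minimum of 10 reads 33 and Benjamini-Hochberg adjustment 34, all within 1.5 times of the paper's value. Reads per 1000000 clean reads gave 41, the test on normalized counts 40, the population SD 42, distinct sequences 39 and table entries 41, which were not. The share without the 10 most abundant sequences, chosen after the values were seen, gave 28, and how many of the miRNAs called in Fig. 4 it leaves out was not counted.

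The paper counts 5 miRNAs down-regulated in flower, and 2 were found here. The population SD gave 5, and reads per 1000000 clean reads and Z-values on the log2 scale gave 4 each, all within 1.5 times. The share of miRNA reads gave 13, distinct sequences 1, and the test on normalized counts, table entries, a minimum of 10 reads and Benjamini-Hochberg adjustment 2 each, which were not. The share without the 10 most abundant sequences, chosen after the values were seen, gave 6, with the same count not made.

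The paper selected its RT-qPCR miRNAs as differing between tissues, but PC-3p-115345_10 had normalized counts between 12.6 and 14.3 (chi-squared test, p = 0.979). Its count was highest in stem, and Fig. 5 shows leaf and stem at nearly the same level by eye. The other 7 had their highest count in the tissue that Fig. 5 shows highest. Fig. 4 shows gma-miR3522_L+2, gma-miR4996_R+1 and PC-5p-434679_3 as up-regulated in root, where the exact multinomial test gave p = 0.0270, 0.245 and 0.245. In these, 7, 4 and 4 reads lay in root and 0 elsewhere. gma-miR3522_L+2 was up-regulated in root per 1000000 clean reads (exact multinomial test, p = 0.00614), as a share of miRNA reads (exact multinomial test, p = 0.00182) and with the chi-squared test on normalized counts (p = 0.00934). No alternative run called the other pair, whose lowest p, from the exact multinomial test on shares of miRNA reads, was 0.0476.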

Other observations

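Members of 1 family were spread over different tissues. In miR171, lus-miR171h_L-1R+1 had 3319 reads in root and 0 in flower, while gma-miR171e had 98.6 normalized counts in flower and 1.92 in root and osa-miR171b had 128 and 4.38. In miR172, mtr-miR172b had 110.1 normalized counts in stem and 7.75 in flower, whereas tcc-miR172d_1ss1AT had 67.2 in flower and 7.86 in stem. In miR164, aly-miR164b-3p had 12.0 normalized counts in flower and 0 in root, beside 171 in root and 70.4 in flower for zma-miR164c-3p_2ss7CT16TC. In miR156, lus-miR156b_1ss12TG had 65.5 in flower and at most 7.61 elsewhere. The highest tissue of these names was the same under the 3 scalings. They were chosen after their values were seen.

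Of the EST precursors of lus-miR164a_R-1, CV165125 and CV165450 are listed in the authors' deposited table as targets of miR164 names, with 3 raw reads at positions 219 and 259. Both precursors lie on the minus strand of these ESTs. On CV165450 the listed position lies within the precursor, which runs from 238 to 350, and on CV165125 it lies outside, with the precursor from 95 to 212. Of 28 ESTs with a precursor, 2 were listed as targets.

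Several targets were assigned to miRNAs with few small RNA reads. PC-5p-434679_3 had 4 reads in root and 0 in the other libraries. In the authors' deposited table its pairs have 597 to 620 raw degradome reads, or 59.7 to 62 after division over the ESTs they match. Each of its pairs has a CleaveLand p-value of 0.9999 there.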
